# αB-crystallin and HspB2 deficiency is protective from diet-induced glucose intolerance

**DOI:** 10.1016/j.gdata.2016.03.010

**Published:** 2016-05-13

**Authors:** Daniel J. Toft, Miles Fuller, Matthew Schipma, Feng Chen, Vincent L. Cryns, Brian T. Layden

**Keywords:** Glucose tolerance, αB-crystallin, HspB2

## Abstract

Emerging evidence suggests molecular chaperones have a role in the pathogenesis of obesity and diabetes. As αB-crystallin and HspB2 are molecular chaperones and data suggests their expression is elevated in the skeletal muscle of diabetic and obese animals, we sought to determine if αB-crystallin and HspB2 collectively play a functional role in the metabolic phenotype of diet-induced obesity. Using αB-crystallin/HspB2 knockout and littermate wild-type controls, it was observed that mice on the high fat diet gained more weight as compared to the normal chow group and genotype did not impact this weight gain. To test if the genotype and/or diet influenced glucose homeostasis, intraperitoneal glucose challenge was performed. While similar on normal chow diet, wild-type mice on the high fat diet exhibited higher glucose levels during the glucose challenge compared to the αB-crystallin/HspB2 knockout mice. Although wild-type mice had higher glucose levels, insulin levels were similar for both genotypes. Insulin tolerance testing revealed that αB-crystallin/HspB2 knockout mice were more sensitive to insulin, leading to lower glucose levels over time, which is indicative of a difference in insulin sensitivity between the genotypes on a high fat diet. Transcriptome analyses of skeletal muscle in αB-crystallin/HspB2 knockout and wild-type mice on a normal or high fat diet revealed reductions in cytokine pathway genes in αB-crystallin/HspB2 knockout mice, which may contribute to their improved insulin sensitivity. Collectively, these data reveal that αB-crystallin/HspB2 plays a role in development of insulin resistance during a high fat diet challenge.

## 1 Introduction

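In the GENCODE M21 annotation of the mouse genome build GRCm38, Cryab lies on the plus strand of chromosome 9 from 50751325 to 50756636. Hspb2 lies on the minus strand of chromosome 9 from 50751078 to 50752354. The annotated spans of the 2 genes overlap by 1030 bp. The overlap comes from Cryab transcripts that start at 50751325 and 50751877. The other Cryab transcripts with a consensus coding sequence start at 50752907, 50752993 and 50753020, outside the span of Hspb2. The 2 annotated Hspb2 transcripts start at 50752293 and 50752354 and run the opposite way, each with 2 exons. Next to Hspb2 on the minus strand lies a RIKEN cDNA gene, from 50739691 to 50746536, whose symbol ends in G06Rik and which is called G06Rik here. The expression files list genes by symbol and name no genome build.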

The αB-crystallin and HspB2 genes reside in a head-to-head orientation encoding small heat shock proteins [1]. An orientation dependent intragenic promoter permits the differential expression of the two genes [1], [2], [3], [4]. αB-crystallin is highly expressed in the crystalline lens and muscle [5]. The αB-crystallin gene (Cryab) encodes a protein that acts as molecular chaperone and cell death antagonist that inhibits caspase-3 activation [6], [7], [8]. In humans, mutations resulting in altered αB-crystallin sequence results in eye diseases including cataracts, as well as in muscle diseases such as myopathies [9], [10], [11]. Not surprisingly, in these diseases, there is evidence of abnormal protein aggregation, likely secondary to diminished chaperone activity of αB-crystallin. HspB2 has been shown to also have chaperone activity [12], [13] and anti-apoptotic activity [14]. p53 has been shown to regulate the expression of both αB-crystallin and HspB2, and silencing expression of αB-crystallin, but not HspB2, in MCF-7 breast cancer cells leads to higher intracellular glucose levels [15]. A genetic knockout (KO) mouse model exists deleting both αB-crystallin and HspB2 genes; these mice develop a progressive myopathy as they age [16].

While its role in cataracts and myopathies is well established, αB-crystallin and HspB2 may also play a pathogenic role in other diseases. Indeed, αB-crystallin transcripts are upregulated in the muscle of diabetic animals [17], [18], [19] and in humans with obesity [18], [20], [21], [22], suggesting that αB-crystallin may contribute to the etiology of these disorders. These observations are particularly interesting because other heat shock proteins have been reported to have a role in obesity and type 2 diabetes, which may reflect their ability to modulate the inflammatory process that occurs with insulin resistance. Hsp72 has been shown by one group to be reduced in skeletal muscle from diabetic subjects with genetic overexpression of Hsp72 improving glucose tolerance in mice [23], [24]. Other studies have found no change in Hsp72 levels in skeletal muscle from diabetic patients but instead found Hsp90 to be overexpressed [25]. Taken together, these data led us to investigate if αB-crystallin/HspB2 may have a role in obesity-related metabolic disorders.

To evaluate the functional role of αB-crystallin/HspB2 in diet-induced obesity and diabetes, we placed αB-crystallin/HspB2-deficient and littermate controls (wild-type, WT) on normal chow or high fat diets and monitored weight and metabolic parameters over time. We rigorously tested their glucose homeostasis *via* glucose tolerance tests and their insulin resistance by insulin tolerance tests throughout these dietary interventions. The outcome revealed that αB-crystallin/HspB2 has a role in the development of glucose intolerance, likely by increasing insulin resistance. Because of this, we profiled the skeletal muscle transcriptome between the genotypes and under each dietary condition. Taken together, these data reveal that αB-crystallin/HspB2 is involved in the genesis of insulin resistance on a high fat diet, and we provide extensive RNA profiling to illuminate potential mechanistic insights into the muscle-specific role of αB-crystallin/HspB2.

## 2 Materials and methods

### 2.1 Animals

αB-crystallin/HspB2 knockout mice [16] in the FVB/N background were kindly provided by Dr. Xuejun Wang (University of South Dakota). By a heterozygous breeding approach, WT and KO male mice were generated. All mice were group housed with a maximum of 5 animals per cage in a temperature controlled facility with 12 hour light-dark cycle and *ad libitum* access to normal chow (LM-485, Harlan Laboratories, Indianapolis, IN) and water. For high fat diet experiments, mice were given *ad libitum* access to high fat chow (TD.06414, Harlan Laboratories, Indianapolis, IN) beginning at 6 weeks of age. Energy density of normal chow diet was 3.1 kcal/g, and 5.1 kcal/g for high fat chow (with approximately 60% of calories from fat). All experiments described herein and this specific study (protocol 2011-2561) were approved by the Institutional Animal Care and Use Committee at Northwestern University. The primary method of euthanasia for the mice was carbon dioxide; once all signs of life were absent cervical dislocation followed as the secondary euthanasia method.

### 2.2 Glucose tolerance test

Blood was obtained from tail veins for glucose determination (measured with a One-Touch Ultra Glucometer) and insulin assays (by ELISA assay, ALPCO). Both oral (OGTT) and intraperitoneal glucose tolerance tests (IPGTT) were done on mice fasted overnight and glucose delivery occurred either by intraperitoneal injection (2.0 g/kg body weight) or oral gavage (2 g/kg body weight). Glucose and/or insulin levels were measured at multiple time points (0–180 min) during the OGTT and IPGTT. For both the IPGTT and OGTT, area under the curve was calculated by standard approaches using the trapezoidal rule.

### 2.3 Insulin tolerance tests

Insulin tolerance tests (ITTs) were conducted on mice that were fasted for 6 h with insulin delivered by intraperitoneal injection at 0.75 U/kg. Glucose was measured at multiple time points from blood obtained over 0–120 min and plotted as percentage of the glucose at 0 min.

### 2.4 Transcriptome analyses

For reasons related to the metabolic phenotype, we explored the transcriptome in skeletal muscle, where αB-crystallin/HspB2 knockout male mice (at 22 weeks of age) were either on normal chow or high fat diet and three independent samples per genotype were used in the analysis. First, the hind leg muscle was isolated at the time the mice were euthanized and immediately frozen in liquid N_2_. Next, the total RNA was extracted with Rneasy Mini Kit (Qiagen) assessed for quality with Agilent 2100 Bioanalyzer. High quality RNA was submitted to Northwestern University Genomic Sequencing Core for sequencing by an Illumina HiSeq2000 using 100-bp paired-end reads. Statistically significant differentially expressed genes in the transcriptome were analyzed using Gene Ontology (GO) analysis and other conventional pathway analyses. The dataset has been deposited at GEO under the accession number GSE66557.

### 2.5 RNA extraction and quantitative real-time PCR

Total cellular RNA was extracted from skeletal muscle tissue from αB-crystallin/HspB2 KO or WT mice (*n* = 3, male mice at 22 weeks of age) and homogenized in Trizol (Invitrogen) using an RNeasy Mini kit (QIAGEN). Quantitative real-time PCR was performed using a 1-Step SYBR Green qRT-PCR Kit. The relative expression of the target genes was determined by the comparative ΔCt method after normalization to β-actin. Primer sequences are available on request.

### 2.6 Protein extraction and western blotting

Skeletal muscle tissue from the mouse models (*n* = 3) was lysed with 250 μl of RIPA lysis buffer including protease (Thermo Scientific #87786) and phosphatase inhibitor cocktails (Thermo Scientific #78420). Samples were homogenized using a handled polytron for 30 s, incubated on ice for 30 min, and then centrifuged at 15,000 ×* g* for 15 min at 4 °C to remove cell debris. Total protein was measured using a Micro BCA protein Assay (Thermo Scientific #23235). 20 μg of protein was loaded into an 8% SDS PAGE gel and transferred onto a nitrocellulose membrane. The following antibodies were used: αB-crystallin (Enzo Life Technologies; ADI-SPA-222-D, 1:1000), HSP B2 (Santa Cruz; sc-292205, 1:200), α-Tubulin (Sigma; T5168, 1:4000), anti-Mouse IgG HRP conjugate (Promega; W402B, 1:7000) and anti-Rabbit IgG HRP conjugate HRP conjugate (Promega; W401B, 1:7000). Amersham ECL Western Blotting Detection Reagents (GE Healthcare; RPN2106) was used to detect chemiluminescence with HyBlot CL autoradiography film (Denville Scientific Inc.).

### 2.7 Statistical analyses

Values are reported as the mean ± SEM unless otherwise indicated. *p* values were calculated by Student's *t*-test (two-tailed, unpaired) with a significance level at *p* < 0.05 unless otherwise indicated.

## 3 Results

### 3.1 Metabolic phenotyping

Using αB-crystallin/HspB2 knockout (KO) and matched littermate wild-type (WT) male mice (evidence of genetic deletion of each gene is shown in Fig. 1A–B), we first assessed their weight gain over time on a normal chow diet and also on a diet that induced weight gain and impaired glucose tolerance (high fat diet, 60% kcals of fat). Beginning at week 6 of age, we followed their weights over time. Mice on a high fat diet rapidly gained more weight independent of genotype as compared to the normal chow group (Fig. 1C). Importantly, the genotype did not influence weight gain over time between WT and KO mice on normal chow or high fat diets during the period investigated (Fig. 1D). These data indicate that global ablation of αB-crystallin/HspB2 is not a factor in weight gain on either diet.

To begin to assess glucose homeostasis over time during the dietary intervention, we measured fasting glucose at multiple points during this period. Between the two dietary groups, the group of mice on high fat diet, regardless of genotype had higher fasting glucose levels. However, no major difference was apparent between the groups except at week 19 in the high fat group, where the KO mice had lower fasting glucose compared to the WT mice (Fig. 2A). To more rigorously explore glucose homeostasis between the genotypes, glucose tolerance throughout this period was assessed by intraperitoneal glucose challenge. Notably, no difference in glucose tolerance throughout this time period occurred between WT and KO mice on normal chow diets (data not shown). On the high fat diet, a progressive phenotype emerged between the genotypes in the high fat group (Fig. 2B–E). Specifically, at 14 weeks of age (8 weeks of high fat diet), no difference was apparent between WT and KO mice on high fat diet during the IPGTT challenge (Fig. 2B). At week 18 and 22 (12 and 16 weeks of high fat diet), the WT mice had higher glucose levels during the glucose challenge compared to the KO mice starting at time 15 min (except for one time point at 180 min at week 18, Fig. 2C) (Fig. 2C–D). Furthermore, the area under the curve was progressively less in the KO as compared to the WT mice (Fig. 2E) at 18 and 22 weeks. Taken together, these data indicate the WT mice develop impaired glucose tolerance, which is the expected response on a high fat diet; however, the KO mice do not develop this glucose impairment to the same degree.

Next, we investigated if insulin secretion and/or insulin sensitivity contributed to the observed differences in glucose tolerance in these studies. First, to assess insulin secretion, the mice were again challenged with intraperitoneal glucose, and glucose and insulin levels were assessed at time 0 and 15 min. As seen in Fig. 3A–B, the WT mice had higher glucose levels than the KO mice at time 15 min, consistent with the glucose levels seen in Fig. 2, but the insulin levels, at time 0 and 15 min, were similar, suggesting no major difference in insulin secretion. To assess whether alterations in insulin sensitivity were accounting for the impaired glucose tolerance, an insulin tolerance test was also performed. The KO mice were more sensitive to insulin, leading to lower glucose levels over time (Fig. 3C). Cumulatively, these data suggest that αB-crystallin/HspB2 KO mice on a high fat diet have improved glucose tolerance, which may be a result of diminished insulin resistance.

### 3.2 Transcriptome analyses

αB-crystallin and HspB2 are highly expressed in skeletal muscle [5], a likely tissue where αB-crystallin/HspB2 activity may affect insulin resistance, especially considering αB-crystallin is upregulated in muscle in rodents and humans in the setting of insulin resistance [18], [19], [20]. Therefore, we performed transcriptome analyses of the proximal hind leg muscle of KO and WT mice on normal and high fat diets.

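Muscle of 12 male mice at 22 weeks of age was sequenced, 3 from each of 4 groups. These were WT mice on normal chow, WT mice on high fat diet, KO mice on normal chow and KO mice on high fat diet. The high fat diet, with 60% of kcals from fat and 5.1 kcal per gram, was given for 16 weeks from 6 weeks of age. Normal chow held 3.1 kcal per gram. Samples were assigned to groups by their titles and source names, where the floxed mice are the WT. The genotype label of 6 samples conflicts with their title, namely all 3 WT samples on high fat diet, replicate 3 of the KO mice on normal chow, and replicates 1 and 2 of the KO mice on high fat diet. The titles give 3 samples per group, where the methods state 3 samples per genotype and give no number per diet. For each library the authors deposited 1 value per gene symbol on an FPKM-like scale, which is scaled to transcript length and library size. The unit is read from the values, since neither the paper's text nor the files name it, the aligner or the genome build. Each file lists 23179 rows and 22923 distinct symbols, and for symbols listed more than once the row with the highest mean was kept. Values summed to between 544670 and 623799 per library in WT mice on normal chow, 583501 and 693149 in WT mice on high fat diet, and 559032 and 616954 in KO mice on high fat diet. In KO mice on normal chow the totals were 500034, 579068 and 10656900, and the last is 484689 without the microRNA gene Mir324. An FPKM total is not a depth, and the number of reads per library is unknown. The step between low values gave an approximate relative depth, which ran from 1 to 1.36 times that of replicate 1 of the WT mice on normal chow. The median relative depth was 1.09 in WT mice on normal chow, 1.03 in WT mice on high fat diet, 1.32 in KO mice on normal chow and 1.18 in KO mice on high fat diet. A listed 0 need not mean no expression, since Acta1, at a median of 29526 FPKM, is listed at 0 in 2 samples. Spearman's rho between any 2 libraries lay between 0.963 and 0.984, and no library was a copy of another. Differences were tested with limma on log2(FPKM + 1), over the 11945 genes with an FPKM of at least 1 in at least 3 samples. All 4 groups shared one estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes on this scale understate the change of genes with low values.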

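The 2 deleted genes were examined first in every sample. Cryab was 561, 536 and 412 FPKM in the WT mice on normal chow and 650, 837 and 731 FPKM in the WT mice on high fat diet. In the KO mice it lay between 0.845 and 1.54 FPKM on normal chow and between 1.14 and 1.75 FPKM on high fat diet. Hspb2 was 99.3, 81.5 and 90.2 FPKM in WT mice on normal chow and 103.1, 100.4 and 95.6 FPKM in WT mice on high fat diet. In KO mice Hspb2 was 0.730, 0.353 and 0.460 FPKM on normal chow and 0.408, 1.92 and 1.20 FPKM on high fat diet. Each sample thus stood with the genotype in its title. In WT mice on normal chow, the mean of Cryab was above that of 99.2% of the genes detected in any sample, and the mean of Hspb2 above 95.8%.

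**Figure D1:**
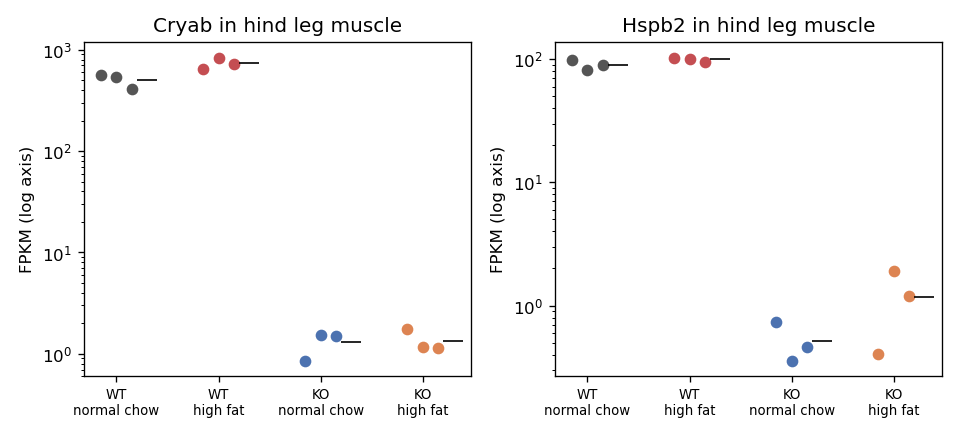
FPKM of Cryab and Hspb2 in hind leg muscle on log axes, by group. Each point is 1 mouse and each bar is the mean of 3 mice. For Cryab the KO mice reach at most 1.75 FPKM and the WT mice start at 412 FPKM, and for Hspb2 these values are 1.92 and 81.5 FPKM.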

In supplemental file 1 and Table 1, Table 2, Table 3, Table 4, the differentially regulated genes are presented, based on thresholds described in the Methods. There were 645 differentially regulated genes in WT mice between the dietary conditions (Table 1, top genes up and down regulated shown). 

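Between high fat diet and normal chow in WT mice, 12 of the 11945 tested genes had an adjusted p-value under 0.05 in limma, 6 higher and 6 lower on high fat diet. At an unadjusted p-value under 0.05 there were 970 genes, 528 higher and 442 lower. With the replicate number as a block, 7 genes passed. Deviations from the group means correlated at 0.17 on average for same-numbered samples and at -0.08 for samples with different numbers. Deviations within a group cancel out, so in each comparison the second value is largely fixed by the first. It is no separate baseline. With genotype taken from the genotype label there were 0 genes, and 930 at an unadjusted p-value under 0.05, and the fit to the 2 groups alone gave 3 genes. Of the 12 genes, BC048679 rose the most, from 1.76 ± 0.43 FPKM (SD, n = 3) on normal chow to 20.0 ± 1.84 FPKM (SD, n = 3) on high fat diet. Its log2 fold change was 2.93 with a standard error of 0.25 and an adjusted p of 0.0020 from limma. Chodl rose by 1.19 on the log2 scale, with a standard error of 0.15 and an adjusted p of 0.016 from limma. Decr1, which encodes a mitochondrial enzyme of fatty acid oxidation, rose from 53.2 ± 2.23 to 98.9 ± 15.8 FPKM (SD, n = 3 each). Its log2 fold change was 0.87 and its adjusted p from limma was 0.018. The largest falls among the 12 were in Npnt, with a log2 fold change of -1.66, Rhbdl3 with -1.30 and Cd28 with -1.28. Their adjusted p-values from limma were 0.049, 0.013 and 0.018. With the replicate block, Decr1 and Npnt lost the threshold, with adjusted p-values of 0.059 and 0.11 from limma. In all 6 genes every sample on one diet lay beyond every sample on the other, which was a condition for naming them and no separate support. With each sample left out in turn, the log2 fold change of BC048679 stayed between 2.83 and 3.05 and its adjusted p-value stayed under the threshold, while each of the other 5 lost it in at least 2 fits. Of the genes in Table 1, all 39 were in the files and changed in the listed direction. For 30 of them at least 90% of the higher group's sum came from 1 sample, 11 passed the filter on low values, and none had an adjusted p-value under 0.05. Cd3e was 0, 6.46 and 0.0420 FPKM on normal chow and at most 0.269 FPKM on high fat diet, a log2 fold change of -0.79 with an adjusted p of 0.87 from limma. Ccl22 was 0.0955, 5.29 and 0.0889 FPKM on normal chow and at most 0.244 FPKM on high fat diet, with a log2 fold change of -0.83 and an adjusted p of 0.86.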

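The files list 100 keratin and keratin-associated genes, of which 4 passed the filter on low values, so their FPKM values were also summed in each sample. The sum was 5.08 ± 0.661 FPKM (SD, n = 3) in WT mice on normal chow. In WT mice on high fat diet it was 5.68, 159 and 5.91 FPKM in replicates 1, 2 and 3. Replicate 2 held 93.2% of the group's sum, with 40 keratin genes at 1 FPKM or more against 2 in each of the other replicates. The difference of the group means of log2(sum + 1) was 1.69, and every sample on high fat diet lay above every sample on normal chow. The exact two-sided permutation p was 0.1, the smallest that 3 samples against 3 allow. With the replicate numbers as pairs the exact sign-flip p was 0.25, also the smallest possible there. Leaving out replicate 2 brought the difference to 0.17. Of the 18 keratin genes in Table 1, all 18 had at least 90% of the high fat sum in 1 sample. The 4 keratin genes that passed the filter had a mean log2 fold change of 0.16, with an adjusted p of 0.37 from limma's camera. Cryab, which encodes αB-crystallin, was 503 ± 80.2 FPKM (SD, n = 3) on normal chow and 739 ± 93.8 FPKM (SD, n = 3) on high fat diet in WT mice. Its log2 fold change was 0.56 with a standard error of 0.17, an unadjusted p of 0.0065 and an adjusted p of 0.27 from limma. All 3 samples on high fat diet lay above all 3 on normal chow, and with each sample left out in turn the fold change stayed between 0.42 and 0.65. Hspb2 was 90.3 ± 8.91 FPKM (SD, n = 3) on normal chow and 99.7 ± 3.78 FPKM (SD, n = 3) on high fat diet, a log2 fold change of 0.14 with a standard error of 0.21 and an adjusted p of 0.90 from limma.

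**Figure D2:**
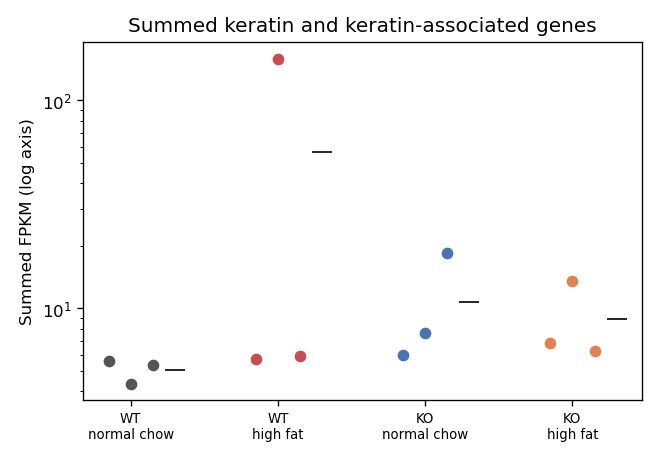
Summed FPKM of the 100 keratin and keratin-associated genes on a log axis, by group. Each point is 1 mouse and each bar is the mean of 3 mice. Replicate 2 of the WT mice on high fat diet is at 159 FPKM, and the other 11 mice lie between 4.33 and 18.5 FPKM.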

Many keratin and keratin related proteins were strongly upregulated by high fat diet; interestingly αB-crystallin was significantly upregulated in high fat animals, while HspB2 expression was not significantly different. Moreover, there were 737 differentially regulated genes in KO mice between the dietary conditions (Table 2, top genes up and down regulated shown). 

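Between high fat diet and normal chow in KO mice, none of the tested genes had an adjusted p-value under 0.05 in limma, the lowest being 0.087. At an unadjusted p-value under 0.05 there were 1349 genes, 784 higher and 565 lower on high fat diet. The count was 0 with the replicate block too, where same-numbered deviations correlated at -0.22 and different-numbered ones at 0.10. It was 15 when the fit held the 2 KO groups alone. Mmp12, which encodes a macrophage metalloelastase, was 0.140 ± 0.139 FPKM (SD, n = 3) on normal chow and 7.54 ± 2.05 FPKM (SD, n = 3) on high fat diet. Its log2 fold change was 2.89 with a standard error of 0.41 and an adjusted p of 0.087 from limma, and its samples did not overlap. Slc5a7 rose from 0.0676 ± 0.0587 to 2.08 ± 0.713 FPKM (SD, n = 3 each), a log2 fold change of 1.505 with an adjusted p of 0.087 from limma. In the fit to the 2 KO groups alone, the adjusted p-values of Mmp12 and Slc5a7 were 0.0043 and 0.040 from limma. With quantile normalization, chosen after seeing the data, that of Mmp12 was 0.018. With a pseudocount of 0.1 both genes were at 0.28. Marco was 8.14, 0.0413 and 12.2 FPKM on normal chow and at most 0.175 FPKM on high fat diet. Slpi was 28.7, 0.274 and 47.7 FPKM on normal chow and at most 0.289 FPKM on high fat diet. Replicate 2 on normal chow thus lay within the high fat range for Slpi and Marco. Their log2 fold changes were -2.19 for Marco and -3.30 for Slpi, with adjusted p-values of 0.44 and 0.43 from limma. Of the 20 genes in Table 2, all 20 changed in the listed direction, 16 passed the filter, and 15 had an unadjusted p-value under 0.05. The difference between the diet effects of the 2 genotypes was tested as an interaction. It gave 0 genes with an adjusted p-value under 0.05 and 746 at an unadjusted p-value under 0.05. In KO mice the log2 fold change of Cryab between diets was 0.04, and that of Hspb2 was 0.47, with adjusted p-values of 0.93 and 0.44 from limma.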

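In KO mice the summed FPKM of keratin and keratin-associated genes was 5.99, 7.66 and 18.5 on normal chow and 6.81, 13.5 and 6.24 on high fat diet. The difference of the group means of log2(sum + 1) was -0.17, smaller than the spread between replicates of 0.68 (SD), with an exact two-sided permutation p of 0.7. The keratin genes that passed the filter had a mean log2 fold change of -0.004 and an adjusted p of 0.68 from limma's camera. Table 2 lists 0 keratin genes.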

Interestingly, genetic KO of αB-crystallin/HspB2 led to no alterations in keratin and keratin-related proteins. In addition, there were 938 differentially regulated genes between KO and WT mice maintained on normal chow (Table 3, top genes up and down regulated shown). 

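Between KO and WT mice on normal chow, 7 genes had an adjusted p-value under 0.05 in limma, 2 higher and 5 lower in KO mice. At an unadjusted p-value under 0.05 there were 1990 genes, 804 higher and 1186 lower. With the replicate number as a block 4 genes passed. Same-numbered deviations correlated at -0.50 and different-numbered ones at 0.24, a value largely fixed by the first. Same-numbered samples were thus not alike here, and why was not tested. Cryab had a log2 fold change of -7.78 with a standard error of 0.17 and an adjusted p of 6.94e-10 from limma. Hspb2 had a log2 fold change of -5.92 with a standard error of 0.21 and an adjusted p of 8.22e-08. With each sample left out in turn, Cryab stayed between -7.92 and -7.63 and Hspb2 between -6.02 and -5.84. Plet1os, which the files list under its RIKEN symbol ending in F07Rik, fell from 3.88 ± 0.827 to 0.168 ± 0.0595 FPKM (SD, n = 3 each), with an adjusted p of 0.00015 from limma. It lies on chromosome 9 of GRCm38 from 50488795 to 50507823. G06Rik fell from 3.87 ± 0.495 to 0.264 ± 0.0332 FPKM (SD, n = 3 each), a log2 fold change of -1.94 with an adjusted p of 2.98e-05. Dixdc1, at 0.868 FPKM in WT and 0.398 FPKM in KO mice, did not pass the filter on low values. Without that filter it fell by 0.42 on the log2 scale on normal chow and by 0.45 on high fat diet, with adjusted p-values of 0.023 and 0.0096 from limma. Serpina3h rose from 0.470 ± 0.547 to 12.9 ± 8.53 FPKM (SD, n = 3 each), a log2 fold change of 3.11 with an adjusted p of 0.028. It belongs to a family of near-identical genes between which reads may be split, so its values are uncertain. Rprml rose from 1.27 ± 0.281 to 3.74 ± 0.508 FPKM (SD, n = 3 each), with an adjusted p of 0.028 from limma. With a sample left out, Serpina3h stayed between 2.65 and 3.59 and Rprml between 0.96 and 1.16, but each lost the threshold in 4 of 6 fits. With the replicate block their adjusted p-values were 0.058 and 0.12 from limma. All 20 genes of Table 3 changed in the listed direction. In 19 of them the samples of the 2 genotypes did not overlap, 13 passed the filter and 5 had an adjusted p-value under 0.05.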

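On normal chow, the sum of keratin and keratin-associated genes differed between KO and WT mice by 0.80 on the log2 scale. The exact two-sided permutation p was 0.1, the smallest possible, since all 3 KO mice lay above all 3 WT mice. With each sample left out in turn the difference lay between 0.36 and 1.10. Krt18 was 0.469, 1.34 and 8.79 FPKM in KO mice and 0.208, 0.0787 and 0.0821 FPKM in WT mice. Its log2 fold change was 1.53 with a standard error of 0.59, an unadjusted p of 0.025 and an adjusted p of 0.28 from limma. Krt8, which is in Table 3 as well, had 89.95% of its sum in KO mice in 1 sample and did not pass the filter on low values. The keratin genes that passed the filter had a mean log2 fold change of 0.46, with an adjusted p of 0.40 from limma's camera.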

Of interest, a few keratin genes were altered compared to KO mice. Finally, there were 1055 differentially regulated genes between KO and WT mice maintained on a high fat diet (Table 4, top genes up and down regulated shown). 

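Between KO and WT mice on high fat diet, 13 genes had an adjusted p-value under 0.05 in limma, 9 higher and 4 lower in KO mice. At an unadjusted p-value under 0.05 there were 1940 genes, 1170 higher and 770 lower. The replicate block left 5 genes, with correlations of -0.01 between same-numbered and 0.01 between different-numbered deviations. With each sample left out in turn, the count ran from 4 to 82. On the log2 scale Cryab fell by 8.30 and Hspb2 fell by 5.59, with standard errors of 0.17 and 0.21 and adjusted p-values of 3.42e-10 and 1.51e-07 from limma. Plet1os had a log2 fold change of -2.10 and G06Rik one of -2.06, with adjusted p-values of 0.00011 and 1.60e-05. Serpina3h was 13.7 ± 3.77 FPKM in KO and 0.425 ± 0.365 FPKM in WT mice (SD, n = 3 each), with an adjusted p of 0.013 from limma. Serpina3i, of the same family, was 1.66 ± 0.440 FPKM in KO and 0.0472 ± 0.0437 FPKM in WT mice (SD, n = 3 each), with an adjusted p of 0.060. Il20rb rose from 0.921 ± 0.179 to 4.66 ± 1.60 FPKM (SD, n = 3 each), a log2 fold change of 1.53 with an adjusted p of 0.023. Colq rose from 4.41 ± 0.307 to 11.7 ± 2.07 FPKM (SD, n = 3 each), with an adjusted p of 0.014 from limma. In the fits without 1 sample, Serpina3h, Il20rb and Colq each lost the threshold in 3 of 6. With the replicate block, Il20rb and Colq lost it too, each with an adjusted p of 0.055 from limma. The summed keratin genes were lower in KO mice by a difference of -1.06 on the log2 scale, with an exact two-sided permutation p of 1. Without replicate 2 of the WT mice the difference was 0.46, in the opposite direction. For the keratin genes that passed the filter the mean log2 fold change was 0.30, with an adjusted p of 0.56 from limma's camera. All 35 genes of Table 4 changed in the listed direction. In 21 of them at least 90% of the higher group's sum came from 1 sample, and 2 had an adjusted p-value under 0.05.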

To examine this data in another manner (Fig. 4), we plotted the summary of these data, through log (base 2) ratios of gene expression intensities in αB-crystallin/HspB2 KO and WT mice on high fat and control diets.

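All 37 genes labelled in Fig. 4 were in the files, and 24 of them passed the filter on low values. On the log2(FPKM + 1) scale, 16 were lower and 21 higher on high fat diet when the diet effects of the 2 genotypes were averaged. Of the 16 lower genes, 13 were lower in both genotypes. Of the 21 higher genes, 11 were higher in both. S100a8 rose by 5.41 in WT mice and fell by 0.79 in KO mice, and Ngp rose by 4.54 in WT mice and fell by 1.23 in KO mice. Averaged over diets, 22 labelled genes were higher and 15 lower in KO mice, and 22 had the same direction of genotype effect on both diets. Cryab had the largest genotype effect, -8.04 on average, followed by Hspb2 with -5.76. In at least 1 of the 4 comparisons, 5 labelled genes had an adjusted p-value under 0.05 in limma, namely Serpina3h, G06Rik, Hspb2, Cryab and Plet1os.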

Additionally, we evaluated the collective transcript changes based on pathway analysis through KEGG pathway database (Tables S1–S4). 

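Gene classes were taken from lists and symbol rules written before the data were examined, since the pathway database was not used here. Each class was summarised by the mean log2 fold change of its genes that passed the filter, with a two-sided p from limma's camera, adjusted over 22 class results. In WT mice, high fat diet minus normal chow gave a mean of -0.32 for the 28 primary immunodeficiency genes, with 5 genes higher and 23 lower. The mean was -0.17 for 68 cell adhesion molecule genes, -0.24 for 60 T cell receptor genes, -0.25 for 90 cytokine and receptor genes and -0.17 for 87 insulin signaling genes. The adjusted p-values were 0.60, 0.60, 0.37, 0.43 and 0.22. In KO mice the means were -0.79, -0.38, -0.45, -0.30 and -0.15 in the same order, with adjusted p-values of 0.37, 0.37, 0.34, 0.37 and 0.34. All 10 differences were thus below 0 and none passed the threshold. With the replicate block the lowest of the 10 adjusted p-values was 0.32. With camera's correlation between genes preset at 0.01 in place of the estimate, 8 of the 10 passed, all with lower values on high fat diet. The estimated correlation was 0.52 within the primary immunodeficiency class and 0.02 within the insulin signaling class. The first 4 classes were uneven between samples. The primary immunodeficiency class ran from 1.20 to 2.58 in WT mice on normal chow and from 1.24 to 2.72 in KO mice on normal chow, as mean log2(FPKM + 1), but only from 1.26 to 1.39 and from 1.36 to 1.53 on high fat diet. For insulin signaling the class mean was 4.12 ± 0.09 on normal chow and 3.95 ± 0.09 on high fat diet in WT mice, and 4.24 ± 0.02 and 4.08 ± 0.07 in KO mice (SD, n = 3 each).

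**Figure D3:**
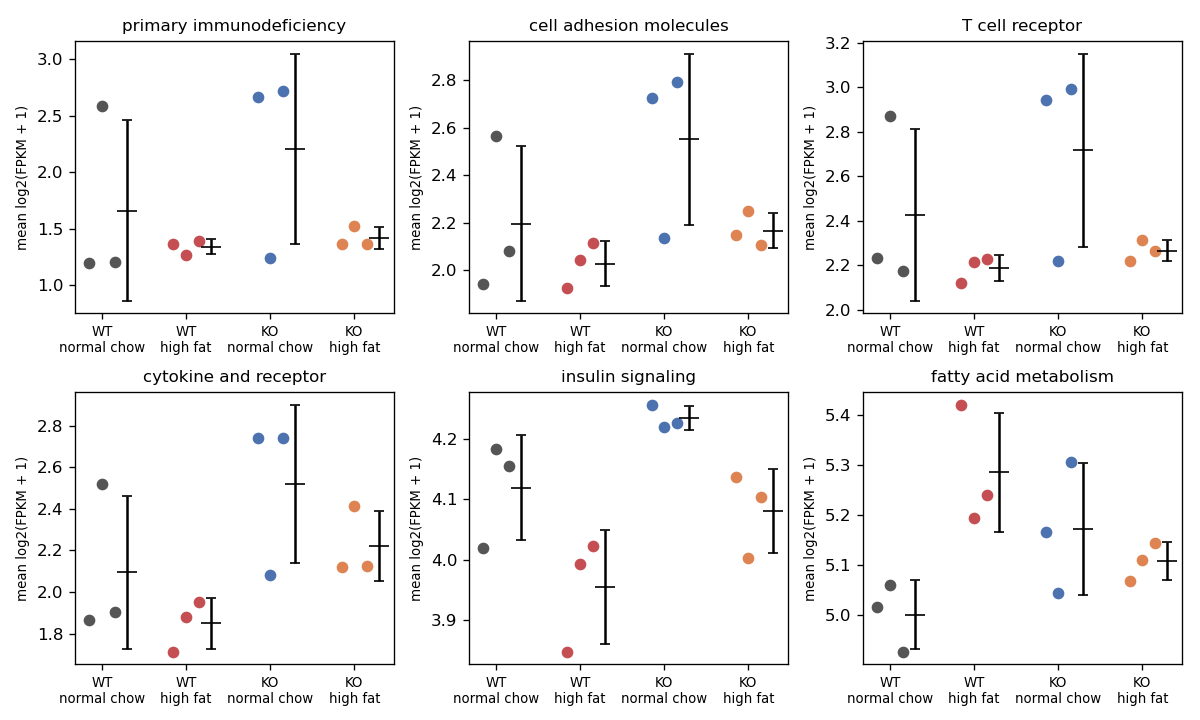
Mean log2(FPKM + 1) of the tested genes of 6 classes, by group. Each point is 1 mouse, and the bars with whiskers are the mean and SD of 3 mice. The axes do not start at 0. In the first 4 classes 1 WT mouse and 2 KO mice on normal chow lie above the other mice.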

Of interest, the effect of high fat diet induced higher expression of genes within the following classes (primary immunodeficiency, cell adhesion molecules, T cell receptor signaling, cytokine-cytokine receptor interaction, and insulin signaling), which was independent of genotype (Table S1 and S2). The effect of genotype for mice on a normal diet (Table S3) only resulted in downregulated class of genes in KO mice, where one of these classes (cytokine-cytokine receptor interaction) was also observed to be induced by high fat diet in KO mice. 

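On normal chow, KO minus WT mice gave a mean log2 fold change of 0.42 over the 90 cytokine and receptor genes, with 78 genes higher and 12 lower in KO mice and an adjusted p of 0.37 from limma's camera. The mean was 0.35 for the cell adhesion molecules, with 53 genes higher and 15 lower, and 0.57 for the 25 MHC genes, with 22 higher and 3 lower. Their adjusted p-values were 0.37 as well. The cytokine and receptor class was 2.10 ± 0.37 in WT mice and 2.52 ± 0.38 in KO mice on normal chow, as mean log2(FPKM + 1) (SD, n = 3 each), a difference about as large as the spread between replicates. With each sample left out in turn the difference stayed above 0, between 0.30 and 0.64.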

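The 33 fatty acid metabolism genes that passed the filter had a class mean of 5.00 ± 0.07 in WT mice on normal chow and 5.29 ± 0.12 on high fat diet, as mean log2(FPKM + 1) (SD, n = 3 each). In KO mice it was 5.17 ± 0.13 on normal chow and 5.11 ± 0.04 on high fat diet (SD, n = 3 each). The mean log2 fold change with high fat diet was 0.28 in WT mice, with 25 genes higher and 8 lower and an adjusted p of 0.22 from limma's camera. It was -0.06 in KO mice, with 13 higher and 20 lower and an adjusted p of 0.56. On high fat diet, KO minus WT mice gave -0.18, with 9 genes higher and 24 lower in KO mice and an adjusted p of 0.37. The difference between the diet effects of the genotypes, tested as an interaction, was -0.35 with an unadjusted p of 0.017 and an adjusted p of 0.22. With each sample left out in turn the interaction lay between -0.41 and -0.28.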

And finally, the high fat diet induced a greater response of genes involved in fatty acid metabolism in the KO mice, as compared to WT mice, on high fat diet (Table S4).

## 4 Discussion

We have demonstrated that genetic ablation of αB-crystallin/HspB2 results in improved glucose tolerance and diminished insulin resistance in mice maintained on a high fat diet. These data implicate αB-crystallin/HspB2 in the pathogenesis of diet-induced diabetes and are particularly intriguing in light of multiple studies suggesting that insulin resistance is associated with higher levels of αB-crystallin expression in skeletal muscle [17], [18], [19], [20], [21], [22], [26]. Our data suggest that αB-crystallin/HspB2 may contribute to insulin resistance through its role in skeletal muscle. However, because these are global KO mice, other tissues such as islets and adipose tissue may be contributing to this phenotype. Moreover, we cannot determine if αB-crystallin, HspB2 or both are the relevant gene(s) involved in the observed effects given the limitation of our combined αB-crystallin/HspB2 KO model. To begin to identify the underlying molecular mechanisms, we extensively profiled the transcript changes based on genotype (αB-crystallin/HspB2 KO or WT) and diet (normal or high fat diet).

Insulin resistance is an inflammatory state, which is in part mediated by increased cytokine signaling [27]. KEGG pathway analysis revealed that cytokine-cytokine receptor pathways and insulin signaling were upregulated by the high fat diet in the WT mice (Table S1) and KO mice (Table S2). Surprisingly, only a few studies have been performed examining the effects of high fat diet on the transcriptome of skeletal muscle in mice, and the ones that have been published have examined mice with different genetic backgrounds using different high fat diets than the one used in this study, and the duration of the high fat diet was overall much shorter than used by us [28], [29], [30]. Thus, it is not feasible to perform an extensive comparison to these studies. However, on normal chow and high fat diet, KO mice had fewer cytokine-cytokine receptor pathway genes altered (Tables S3–S4). 

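On high fat diet, KO minus WT mice gave a mean log2 fold change of 0.37 over the cytokine and receptor genes, with 68 genes higher and 22 lower in KO mice and an adjusted p of 0.37 from limma's camera. At an unadjusted p-value under 0.05, 23 of these genes were higher and 1 was lower in KO mice. On normal chow the same threshold was passed by 16 higher and 3 lower genes. Between diets it was passed by 3 higher and 9 lower genes in WT mice and by 3 higher and 18 lower genes in KO mice. From the stress that cytokine signaling causes in cells, and the part of both proteins in the response to it, the paper proposes that they may link inflammation directly with insulin resistance.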

As cytokine signaling induces cellular stress and αB-crystallin/HspB2 both contribute to this response [31], [32], [33], αB-crystallin/HspB2 may directly link inflammation and insulin resistance. This observation is notable as αB-crystallin and HspB2 are generally thought to be protective against some forms of cellular inflammation such as redox stress [34]. However, deficiency of αB-crystallin and HspB2 has been observed to result in protection from myocardial ischemia in some studies [35], which was also unexpected per these authors, and was suggested to be from altered mitochondrial metabolism. In a subsequent study the authors found that animals harboring a cardiac-specific HspB2 genetic deletion had an equal propensity for ischemia induced cardiac hypertrophy suggesting that αB-crystallin and HspB2 have at least partly redundant activities in the heart [36]. Moving forward, the next steps will be to determine the mechanisms by which αB-crystallin or HspB2 individually and collectively regulate insulin resistance in muscle.

Interestingly, heat shock proteins have been shown to be mediators of insulin sensitivity in skeletal muscle [37]. Specifically, the loss of heat shock proteins is associated with aging and insulin resistance [37]. In contrast, we observed that deletion of αB-crystallin/HspB2 in mice led to improved insulin sensitivity. Considering the alteration of cytokine-pathways we observed in the transcriptome analyses, these data, nonetheless, suggest a potential role of αB-crystallin/HspB2 in cytokine induced oxidative stress. Taken together, we provide evidence that genetic KO of αB-crystallin/HspB2 leads to less insulin resistance while mice are on a high fat diet. Our transcript profiling provides a foundation to begin to decipher the molecular mechanisms by which αB-crystallin and/or HspB2 mediates insulin resistance.

## Conflict of interest

The authors have nothing to disclose.

## Figures and Tables

**Fig. 1:**
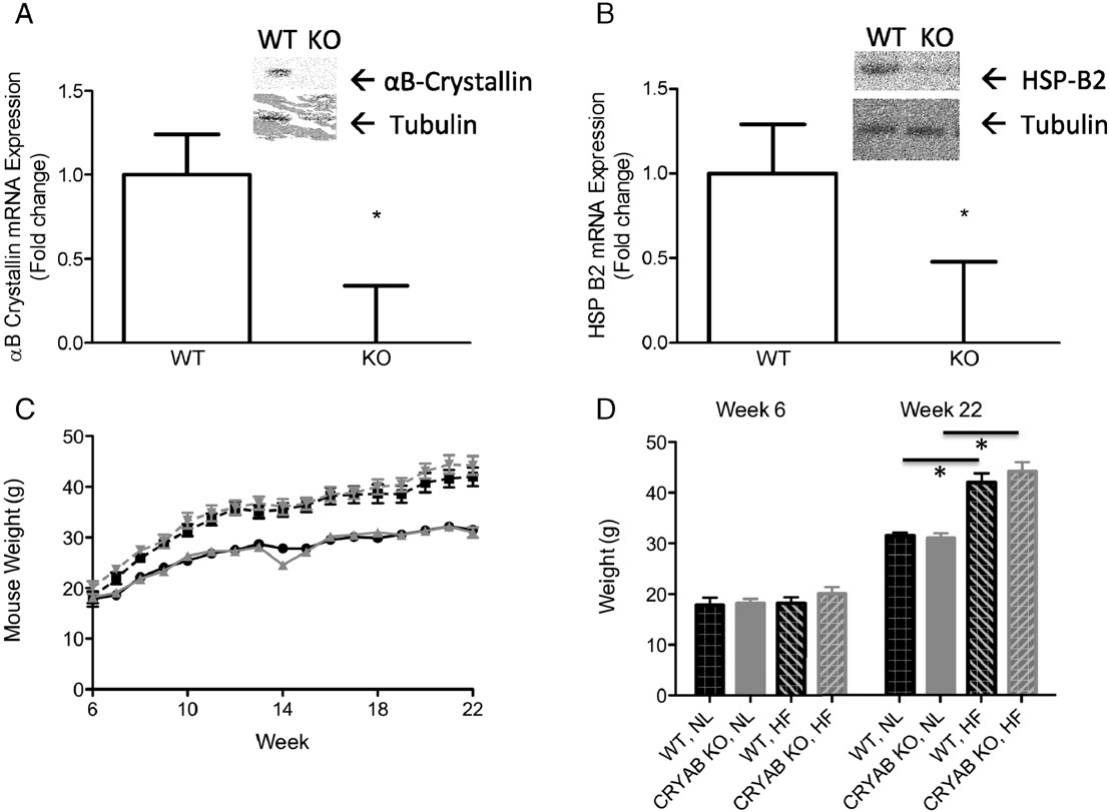
Weight changes to αB-crystallin/HspB2 KO and WT mice. A–B) Real-time PCR (*n* = 3 from independent replicates, mean ± SEM) and Western blot (similar results for 3 independent replicates) evidence of genetic deletion of αB-crystallin and HspB2 is shown, respectively. C) Weekly weights are shown for mice, starting at 6 weeks of age, were followed to week 22, while on normal chow or high fat diet. Shown is mean ± SEM, *n* = 9–11. Black circle-WT mice on normal chow, black square-WT mice on high fat, grey triangle-KO mice on normal chow, and grey-upside triangle on high fat. D) Weights at the start (week 6) and end (week 22) of the experimental study between the diet groups (normal chow *vs.* high fat) and genotypes (αB-crystallin/HspB2 KO *vs.* WT mice). Shown is mean ± SEM, *n* = 9–11. Black bar - WT mice on normal chow, black bar with lines - WT mice on high fat, grey bar - KO mice on normal chow, and grey bar with lines upside triangle on high fat. *, *p* < 0.05 determined by Student's *t*-test.

**Fig. 2:**
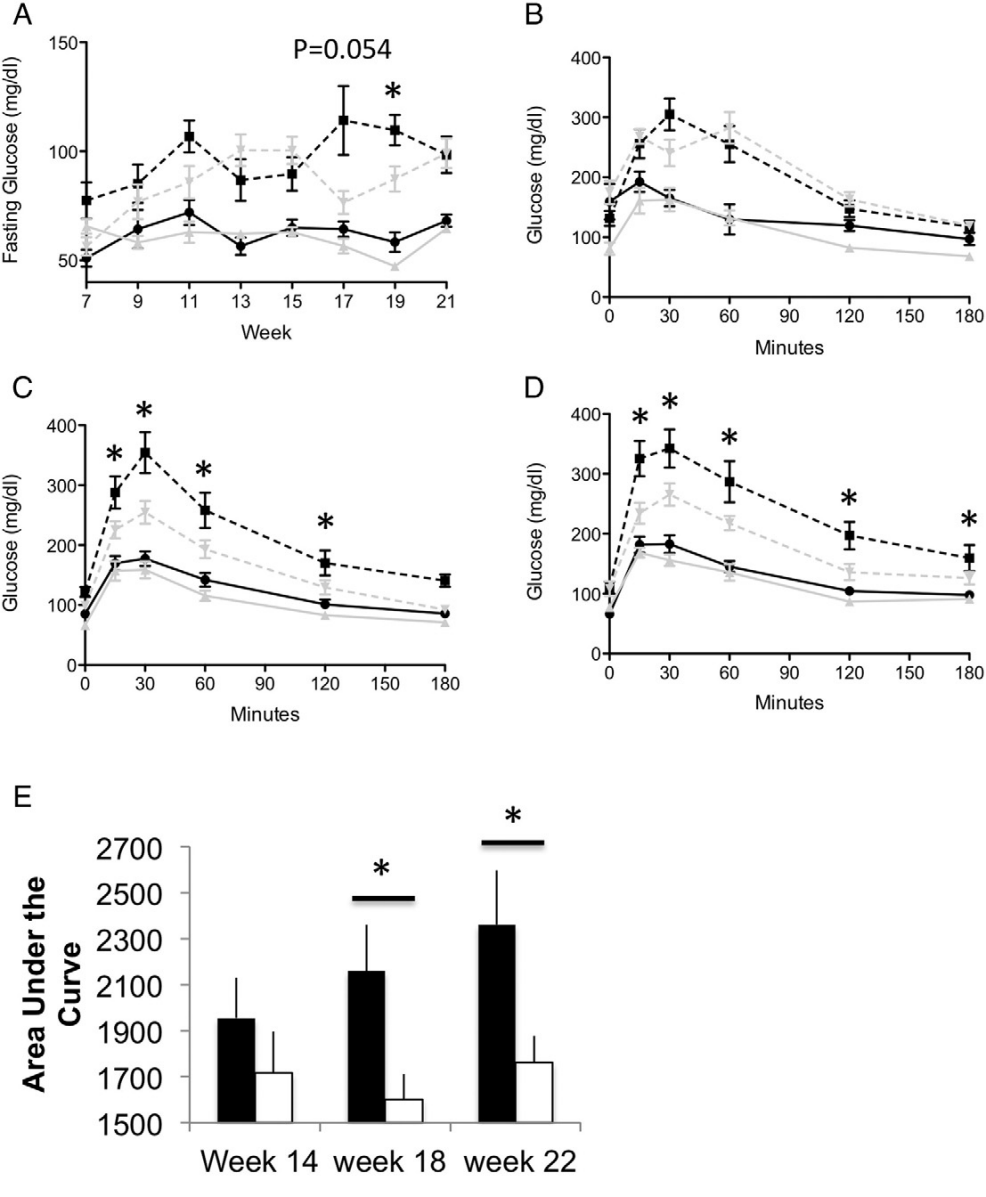
Glucose levels and glucose tolerance for αB-crystallin/HspB2 KO and WT mice. A) Fasting glucose levels shown for mice, starting at 6 weeks of age, followed to week 22, while on normal chow or high fat diet. Shown is mean ± SEM, *n* = 9–11. B–D) Glucose levels during a glucose tolerance challenge delivery by intraperitoneal injection at week 14 (B), 18 (C), and 22(D). Black circle-WT mice on normal chow, black square-WT mice on high fat, grey triangle-KO mice on normal chow, and grey-upside triangle on high fat. E) Area under the curve calculated at 14, 18, and 22 weeks of age between WT (black bar) and KO (clear bar) mice on high fat diet. *, *p* < 0.05.

**Fig. 3:**
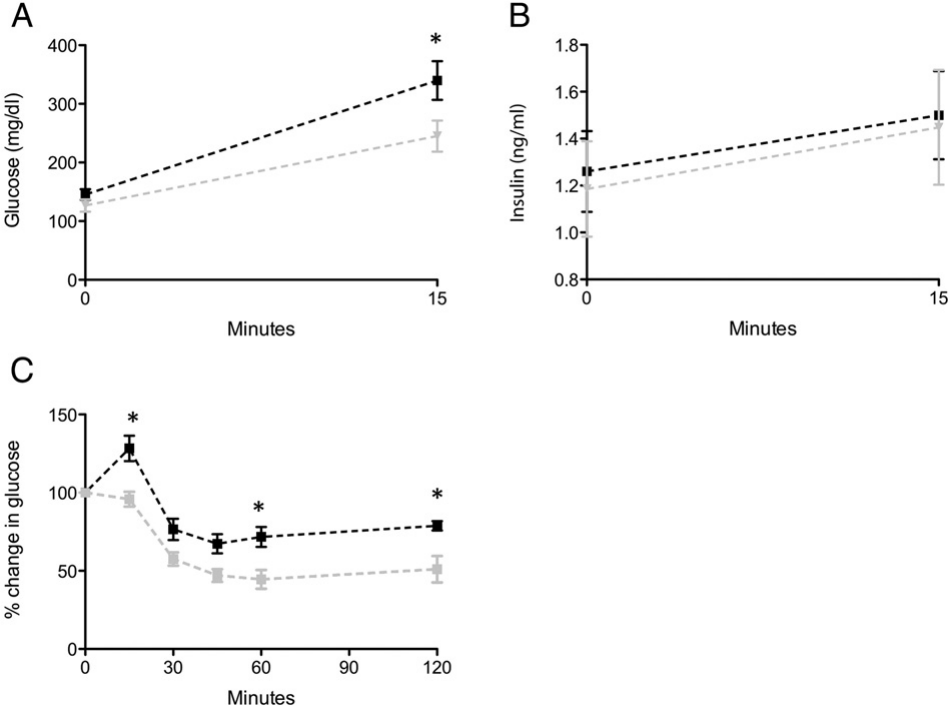
*In vivo* insulin secretion and insulin tolerance for αB-crystallin/HspB2 KO and WT mice at 22–24 weeks of age. A–B) Glucose and insulin levels shown for mice on a high fat diet during an intraperitoneal glucose challenge at 0 and 15 min. Shown is mean ± SEM, *n* = 6–8. Black line-WT, grey line-KO. C) Insulin tolerance test for mice on a high fat diet, where percentage change in glucose from time 0 is shown, mean ± SEM, *n* = 6–9. Black line-WT, Grey line-KO. *, *p* < 0.05.

**Fig. 4:**
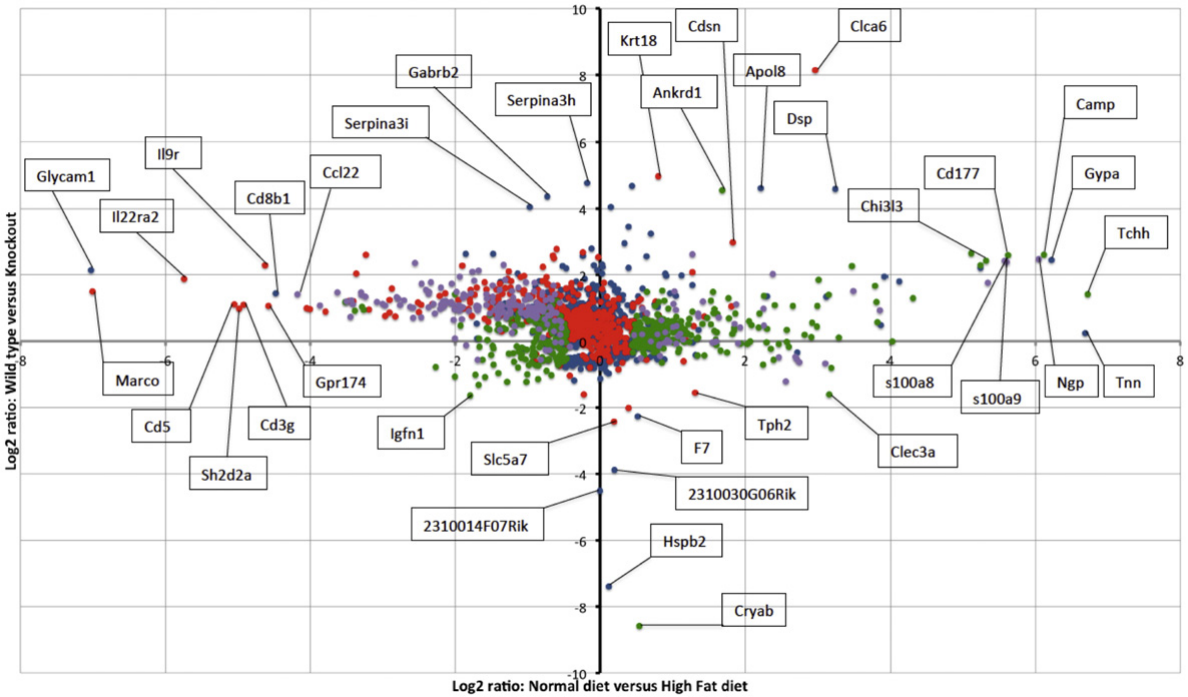
Log (base 2) ratios of gene expression intensities in αB-crystallin/HspB2 KO and WT mice on the high fat diets and control diets. The y-axis shows the comparison based on genotype. The x-axis compares high fat and control diets regardless of strain. Red dots represent genes that are significantly differentially expressed in αB-crystallin/HspB2 KO on high fat diet compared to control diet. Green dots represent genes that are significantly differentially expressed in αB-crystallin/HspB2 WT mice on high fat diet compared to control diet. Purple dots represent genes that are significantly differentially expressed in αB-crystallin/HspB2 KO and WT mice on high fat diet compared to control diet. Several genes of interest are marked and labeled.

**Table 1:** Top ten genes up and down regulated comparing for WT mice on high fat diet *vs.* normal chow diet.^a^

Gene		Fold change	*p* value
Apoa2	NM_013474	Inf	0.00148154
Bglap2	NM_001032298	Inf	0.00148154
Crabp1	NM_013496	Inf	0.00148154
Ear6,Ear7	NM_017385	Inf	0.00148154
Gm10229	NM_001199334	Inf	0.00148154
Gm5483	NM_001082547	Inf	0.00148154
Krt25	NM_133730	Inf	0.00148154
Krt27	NM_010666	Inf	0.00148154
Krt28	NM_027574	Inf	0.00148154
Krt31	NM_010659	Inf	0.00148154
Krt33a	NM_027983	Inf	0.00148154
Krt34	NM_027563	Inf	0.00148154
Krt71	NM_019956	Inf	0.00148154
Krt72-ps	NM_213728	Inf	0.00148154
Krt73	NM_212485	Inf	0.00148154
Krt77	NM_001003667	Inf	0.00148154
Krtap14	NM_013707	Inf	0.00148154
Krtap16-10b	NM_133359	Inf	0.00148154
Krtap16-8	NM_130856	Inf	0.00148154
Krtap22-2	NM_001191018	Inf	0.00869015
Krtap3-1	NM_023511	Inf	0.00148154
Krtap3-3	NM_025524	Inf	0.00148154
Krtap7-1	NM_027771	Inf	0.00148154
Krtap8-1	NM_010675	Inf	0.00148154
Lgals7	NM_008496	Inf	0.00148154
Mcpt8	NM_008572	Inf	0.00148154
Prss34	NM_178372	Inf	0.00148154
Stfa2l1	NM_173869	Inf	0.00148154
Trem3	NM_021407	Inf	0.00148154
Tnfrsf13c	NM_028075	− 3.38526	0.0151089
Itk	NM_010583	− 3.41527	0.00387886
Il21r	NM_021887	− 3.43414	0.00148154
Icos	NM_017480	− 3.44552	0.0151089
Gimap3	NM_031247	− 3.49913	0.00148154
Faim3	NM_026976	− 3.51499	0.00275481
Ccr7	NM_007719	− 3.62644	0.00491158
Cd3e	NM_007648	− 3.86742	0.00491158
Ccl22	NM_009137	− 4.17435	0.00956225
H2-M2	NM_008204	-Inf	0.00148154

a More than 10 genes are provided if over 10 genes had infinite changes.

**Table 2:** Top ten genes up and down regulated comparing for KO mice on high fat diet *vs.* normal chow diet.

Gene		Fold change	*p* value
Snora31	NR_028481	Inf	0.0458367
Mmp12	NM_008605	5.76031	0.00148154
Slc5a7	NM_022025	4.92492	0.00148154
Ubd	NM_023137	4.78419	0.00148154
Tph2	NM_173391	4.63977	0.00148154
1700047G03Rik	NR_040447	4.35806	0.00590586
Cdkl4	NM_001033443	4.14468	0.0229947
Oxtr	NM_001081147	3.92615	0.00148154
Atp6v0d2	NM_175406	3.65238	0.00148154
Ncan	NM_007789	3.50117	0.00148154
Ikzf3	NM_011771	− 5.59252	0.00275481
Ltb	NM_008518	− 5.6414	0.00148154
Pou2af1	NM_011136	− 5.77367	0.00148154
Cd19	NM_009844	− 5.85446	0.00148154
Ms4a1	NM_007641	− 6.05748	0.00387886
Marco	NM_010766	− 6.08431	0.00148154
Slpi	NM_011414	− 6.71785	0.00275481
Cd40lg	NM_011616	-Inf	0.00148154
Dapl1	NM_029723	-Inf	0.00148154
Tspan10	NM_145363	-Inf	0.00148154

**Table 3:** Top ten genes up and down regulated comparing WT *vs.* KO mice on normal chow.

Gene		Fold change	*p* value
Ripply1	NM_001037915	Inf	0.00148154
Krt18	NM_010664	4.9788	0.00148154
Serpina3h	NR_033450	4.77386	0.00148154
Krt8	NM_031170	4.68042	0.0364368
Dsp	NM_023842	4.59612	0.00148154
Ankrd1	NM_013468	4.54928	0.00148154
Gabrb2	NM_008070	4.36359	0.00148154
Serpina3i	NM_001199940	4.05357	0.00869015
Mmel1	NM_013783	4.05285	0.0375712
Hsf2bp	NM_028902	3.45121	0.00148154
Dixdc1	NM_178118	− 1.12517	0.0195563
Vipr2	NM_009511	− 1.14549	0.00148154
Itgb1bp3	NM_027120	− 1.17642	0.00148154
Has3	NM_008217	− 1.22099	0.00781388
Prnd	NM_001126338	− 1.22638	0.00956225
Cacna2d4	NM_001033382	− 1.31364	0.00148154
Igfn1	NM_177642	− 1.63024	0.00148154
2310030G06Rik	NM_025865	− 3.88292	0.00148154
2310014F07Rik	NR_040714	− 4.51427	0.0305894
Hspb2	NM_001164708	− 7.38569	0.00148154

**Table 4:** Top ten genes up and down regulated comparing WT *vs.* KO mice on high fat diet.^a^

Gene		Fold change	*p* value
Ripply1	NM_001037915	Inf	0.00148154
Snora31	NR_028481	Inf	0.0458367
Serpina3i	NM_001199940	5.071	0.0398075
Serpina3h	NR_033450	4.97688	0.00148154
Clca6	NM_207208	4.29562	0.00148154
Gabrb2	NM_008070	4.23027	0.00148154
Ear11	NM_053113	4.05628	0.0381342
Ankrd1	NM_013468	3.30478	0.00148154
Mrgprg	NM_203492	3.25541	0.0128482
A930003A15Rik	NR_015488	3.20431	0.00148154
BC100530	NM_001082546	-Inf	0.00148154
Gm10229	NM_001199334	-Inf	0.00148154
Gm5483	NM_001082547	-Inf	0.00275481
Krt15	NM_008469	-Inf	0.00148154
Krt27	NM_010666	-Inf	0.00148154
Krt33a	NM_027983	-Inf	0.00148154
Krt34	NM_027563	-Inf	0.00148154
Krt5	NM_027011	-Inf	0.00148154
Krt72-ps	NM_213728	-Inf	0.00148154
Krt73	NM_212485	-Inf	0.00148154
**Krt77**	NM_001003667	-Inf	0.00148154
Krtap14	NM_013707	-Inf	0.00148154
Krtap15	NM_013713	-Inf	0.00148154
Krtap16-10b	NM_133359	-Inf	0.00148154
Krtap16-3	NM_183296	-Inf	0.00148154
Krtap22-2	NM_001191018	-Inf	0.0136488
Krtap3-1	NM_023511	-Inf	0.00148154
Krtap3-2	NM_025720	-Inf	0.00148154
Krtap3-3	NM_025524	-Inf	0.00148154
Krtap7-1	NM_027771	-Inf	0.00148154
Krtap8-1	NM_010675	-Inf	0.00148154
Lgals7	NM_008496	-Inf	0.00148154
Mcpt8	NM_008572	-Inf	0.00148154
Prss34	NM_178372	-Inf	0.00148154
Stfa2l1	NM_173869	-Inf	0.00148154

a More than 10 genes are provided if over 10 genes had infinite changes.

# Supplementary material for: αB-crystallin and HspB2 deficiency is protective from diet-induced glucose intolerance
**Source:** Genom Data. 2016 May 13;9:10–7. doi: 10.1016/j.gdata.2016.03.010
**Supplement:** Supplementary file 1 — Supplementary tables

## Supplemental Data

**Table S1. Pathway analysis of  $\alpha$ B-crystallin/Hsp2 WT normal vs. high fat diet**

| <b>Higher expression in obese animals</b>    | <b># genes</b> | <b>Hyp_c</b> |
|----------------------------------------------|----------------|--------------|
| Primary immunodeficiency                     | 12             | 1.22E-14     |
| Cell adhesion molecules (CAMs)               | 17             | 9.51E-13     |
| T cell receptor signaling annotation         | 15             | 2.24E-12     |
| Tuberculosis                                 | 16             | 1.46E-10     |
| Cytokine-cytokine receptor interaction       | 17             | 2.29E-09     |
| Intestinal immune network for IgA production | 9              | 3.05E-09     |
| Staphylococcus aureus infection              | 9              | 1.10E-08     |
| B cell receptor signaling annotation         | 10             | 2.26E-08     |
| Insulin signaling annotation                 | 12             | 4.21E-08     |
| Phagosome                                    | 13             | 4.30E-08     |
| <b>Lower expression in obese animals</b>     |                |              |
| Fatty acid metabolism                        | 10             | 1.89E-10     |
| ECM-receptor interaction                     | 12             | 1.95E-10     |
| Focal adhesion                               | 14             | 2.40E-08     |
| Valine, leucine and isoleucine degradation   | 7              | 2.79E-06     |
| Fatty acid elongation in mitochondria        | 4              | 5.21E-06     |
| Protein digestion and absorption             | 7              | 4.72E-05     |
| Propanoate metabolism                        | 5              | 6.03E-05     |
| PPAR signaling annotation                    | 6              | 3.88E-04     |
| Cardiac muscle contraction                   | 6              | 3.89E-04     |
| Peroxisome                                   | 6              | 4.01E-04     |

**Table S2. Pathway analysis of  $\alpha$ B-crystallin/HspB2 KO normal vs. high fat diet**

| <b>Higher expression in obese animals</b> | <b># genes</b> | <b>Hyp_c</b> |
|-------------------------------------------|----------------|--------------|
| Cell adhesion molecules (CAMs)            | 30             | 8.20E-24     |
| Hematopoietic cell lineage                | 18             | 9.09E-15     |
| T cell receptor signaling annotation      | 20             | 9.75E-15     |
| Primary immunodeficiency                  | 13             | 3.43E-14     |
| Cytokine-cytokine receptor interaction    | 26             | 1.25E-13     |
| Chemokine signaling annotation            | 21             | 5.70E-12     |
| Leukocyte transendothelial migration      | 17             | 3.06E-11     |
| Insulin signaling annotation              | 18             | 3.47E-11     |
| Jak-STAT signaling annotation             | 18             | 2.33E-10     |
| Viral myocarditis                         | 14             | 2.93E-10     |
| <b>Lower expression in obese animals</b>  |                |              |
| Lysosome                                  | 8              | 4.52E-06     |
| Rheumatoid arthritis                      | 7              | 8.60E-06     |
| Phagosome                                 | 7              | 3.19E-04     |
| Hypertrophic cardiomyopathy (HCM)         | 5              | 8.34E-04     |
| Osteoclast differentiation                | 5              | 3.45E-03     |
| Complement and coagulation cascades       | 4              | 5.93E-03     |
| Dilated cardiomyopathy                    | 4              | 8.84E-03     |
| Malaria                                   | 3              | 1.13E-02     |
| Tuberculosis                              | 5              | 1.18E-02     |
| Arginine and proline metabolism           | 3              | 1.49E-02     |

**Table S3. Pathway analysis of  $\alpha$ B-crystallin/HspB2 WT vs. KO normal diet**

| <b>Higher expression in KO animals</b> | <b># genes</b> | <b>Hyp_c</b> |
|----------------------------------------|----------------|--------------|
| No significant enrichment              |                |              |
| <b>Lower expression in KO animals</b>  |                |              |
| Cytokine-cytokine receptor interaction | 33             | 3.30E-17     |
| Staphylococcus aureus infection        | 18             | 4.76E-17     |
| Phagosome                              | 28             | 7.16E-17     |
| Cell adhesion molecules (CAMs)         | 25             | 9.29E-16     |
| PPAR signaling pathway                 | 19             | 1.03E-14     |
| Chemokine signaling pathway            | 24             | 1.01E-12     |
| Antigen processing and presentation    | 16             | 1.00E-11     |
| B cell receptor signaling pathway      | 16             | 1.10E-11     |
| Viral myocarditis                      | 16             | 5.14E-11     |
| Leukocyte transendothelial migration   | 18             | 1.11E-10     |

**Table S4 Pathway analysis of  $\alpha$ B-crystallin/HspB2 WT vs. KO high fat diet**

| <b>Higher expression in KO animals</b>     | <b># genes</b> | <b>Hyp_c</b> |
|--------------------------------------------|----------------|--------------|
| Fatty acid metabolism                      | 9              | 3.52E-09     |
| Focal adhesion                             | 13             | 1.39E-07     |
| ECM-receptor interaction                   | 9              | 4.72E-07     |
| Valine, leucine and isoleucine degradation | 7              | 1.73E-06     |
| Cardiac muscle contraction                 | 7              | 2.99E-05     |
| Propanoate metabolism                      | 5              | 5.21E-05     |
| Oxidative phosphorylation                  | 8              | 7.32E-05     |
| Parkinson's disease                        | 8              | 7.90E-05     |
| Bladder cancer                             | 5              | 1.47E-04     |
| Bile secretion                             | 6              | 1.61E-04     |
| <b>Lower expression in KO animals</b>      |                |              |
| Phagosome                                  | 30             | 5.44E-18     |
| Staphylococcus aureus infection            | 18             | 2.16E-16     |
| Complement and coagulation cascades        | 20             | 2.13E-15     |
| Tuberculosis                               | 26             | 7.69E-14     |
| Cytokine-cytokine receptor interaction     | 30             | 1.14E-13     |
| Protein digestion and absorption           | 18             | 5.01E-13     |
| Osteoclast differentiation                 | 21             | 5.05E-13     |
| Focal adhesion                             | 26             | 1.18E-12     |
| ECM-receptor interaction                   | 18             | 2.06E-12     |
| Amoebiasis                                 | 20             | 2.76E-12     |

How the deposited data were processed for this re-analysis (not part of the article)

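RNA from the proximal hind leg muscle of 12 male mice was sequenced by the authors on an Illumina HiSeq2000 with paired-end reads. There were 3 mice in each of 4 groups, WT and KO on normal chow and on high fat diet. The authors deposited 1 value per gene symbol and library, on an FPKM scale, without pooling replicates. The paper's text names no aligner, quantifier, genome build, annotation, filter, test or threshold for these values beyond a general two-tailed Student's test at 0.05. The unit FPKM was read from the values, which are not whole numbers, have totals of about the same size in 11 libraries, and step by an amount that differs between genes. Median-of-ratios size factors of the libraries lay between 0.998 and 1.01.

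Samples were grouped by title and source name. The genotype label of 6 samples conflicts with these, and grouping by that label was run as an alternative. Of symbols listed more than once, the row with the highest mean was kept, and rows with several symbols joined by commas were kept as they are. Genes with an FPKM of at least 1 in at least 3 samples were tested, 11945 in all. Values were taken to log2(FPKM + 1) and tested with limma 3.58.1 in R 4.3.3, with an intensity trend in the variance, 4 group means and 8 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The comparisons were diet in WT mice, diet in KO mice, genotype on normal chow, genotype on high fat diet and the interaction. The planned test assumed counts, and because the files hold FPKM values limma was used in its place, as had been set for that case. Count tests were not used.

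Gene classes were lists and symbol rules written before the data were examined, since the pathway database was not used here. They were tested with limma's camera with the correlation between genes estimated, over 22 class results. Keratin and keratin-associated genes were also summed in each sample and compared by exact permutation, where 3 samples against 3 cannot give a p under 0.1. Positions are from the GENCODE M21 annotation of GRCm38, in which 20500 of 22923 symbols were found. Other values were computed in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and correlations with 100000 permutations or, under 10 samples, all of them.

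Genes to be named were chosen by a rule set before the data were examined. In each comparison they are Cryab and Hspb2, the 3 largest rises and 3 largest falls among genes past the threshold whose mean is at least 1 FPKM and whose groups do not overlap, up to 4 genes of the paper's table for that comparison, and genes singled out by the tests of the closing section. The mean of 1 FPKM stands in for a minimum written for counts.

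Depth is unknown in reads. From the step between values under 0.1 FPKM, the libraries differed in depth by at most 1.36 times, which bears on genes with low values. On simulated data made from the means and spreads of the 11945 genes, the test called 197 of 200 changed genes and 9 of 11712 unchanged genes. The changed genes were drawn only from genes with a small spread and without the lowest means. They were given large shifts, and genes varied independently of each other. The share called therefore does not carry over to smaller changes or to genes with a larger spread. In a simulated comparison without changed genes it called 0.

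The pairing by replicate number comes from the sample titles, and nothing says that same-numbered mice were handled together. Alternatives were a pseudocount of 0.1, no filter on low values, the replicate number as a block, only the 2 groups compared, genotype by label, each sample left out in turn, a fold change threshold, and 2 other settings of the class test. Those added after the data were seen were median-of-ratios size factors, quantile normalization, an FPKM of at least 1 in every sample, robust variance moderation, unadjusted p-values, and the log2 ratio of group mean FPKM. The measurements of weight, glucose and insulin, the quantitative PCR and the blots were not analysed here.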

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

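The tests on tendon and bone genes and on Mir324 were chosen only after the result was seen. The tests on bone marrow genes were written before. Single samples were not tested as outliers within their groups of 3.

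Bone marrow neutrophil genes that the paper's tables and Fig. 4 do not name, 19 of them, were higher in all 3 WT mice on high fat diet than in any WT mouse on normal chow, by 1.01 on the log2(FPKM + 1) scale. The lowest of these mice was at 0.88 and the highest control at 0.64. For 15 erythroid genes the difference was 0.58. A candidate explanation is RNA from bone marrow in some samples. Over all listed genes, the erythroid and neutrophil scores had a Pearson r of 0.951 over the 12 samples (permutation p = 7e-05) and a Spearman's rho of 0.77 (permutation p = 0.0049). Without the 2 samples farthest from the median, r was 0.775 (permutation p = 0.010) and rho 0.60 (permutation p = 0.074). Over the 9 samples outside the WT high fat group, r was 0.741 (exact permutation p = 0.028) and rho 0.48 (exact permutation p = 0.19). These 3 relations had adjusted p-values for r of 0.00021, 0.015 and 0.028. Over all listed genes the 3 highest erythroid scores were those of the WT mice on high fat diet, from 1.12 to 1.85. The neutrophil scores of these mice were 2.82, 1.30 and 2.21, but replicate 1 of the KO mice on normal chow, at 1.54, lay above 1 of them. In KO mice the neutrophil score was 0.721 ± 0.187 on high fat diet and 1.06 ± 0.462 on normal chow, and the erythroid score 0.945 ± 0.0729 and 0.944 ± 0.0781 (SD, n = 3 each), so these genes were not higher on high fat diet in both genotypes. Marrow RNA and an effect of diet in WT mice alone cannot be told apart by these values.

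For 9 tendon genes outside those the paper names, the 3 WT mice on high fat diet were above all WT mice on normal chow, by 2.10 on the log2(FPKM + 1) scale, with the lowest at 4.13 against a highest control of 2.83. For 10 bone and osteoblast genes the difference was 0.52, with the lowest at 1.36 against a highest control of 1.30. Over all listed genes the bone score was raised mainly in replicate 3 of the WT mice on high fat diet, at 2.65, while replicates 1 and 2 were at 1.30 and 1.23 and the KO mice reached 1.31. An effect of diet on all mice would not give this. The tendon score was 3.77 ± 0.300 on high fat diet and 1.92 ± 0.560 on normal chow in WT mice, and 2.28 ± 0.597 and 1.70 ± 0.487 in KO mice (SD, n = 3 each). If tendon and bone tissue in some samples were the source, both scores might rise together elsewhere. Over the 9 samples outside the WT high fat group, Pearson's r of the 2 scores was 0.304 (exact permutation p = 0.43) and Spearman's rho 0.17 (exact permutation p = 0.68). Over all 12 samples r was 0.563 (permutation p = 0.015) and rho 0.41 (permutation p = 0.19), and without the 2 farthest samples r was 0.450 (permutation p = 0.19) and rho 0.31 (permutation p = 0.39). The adjusted p-values for r of these 3 relations, in the order all samples, without the 2 farthest and outside the group, were 0.046, 0.29 and 0.43. The relation rests on those samples. For the tendon genes an effect of diet in WT mice and a difference in the tissue taken cannot be told apart.

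Mir324 was listed at 10172200 FPKM in replicate 3 of the KO mice on normal chow and at 0 in the other 11 samples. Its annotated length is 89 bp, shorter than usual sequenced fragments, so length normalization of very few reads could give such a value, but the number of reads is unknown and this cannot be tested. It does not pass the filter on low values, and no biological explanation was tested.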

How the results depend on the processing

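Setting aside the fits that each left out one sample, 289 values of the results that answer a comparison and 207 values of single genes stayed as they were over all alternatives, counting each result once per alternative. For a tested result this means the same direction and side of the threshold, and for a count of genes a value within 1.5 times. Another 31 values of single genes were no longer past the threshold, 12 changed direction and 4 were newly past it. The 4 belong to Mmp12, Slc5a7 and Serpina3i. Of the results that answer a comparison, 28 counts of genes moved further than that and 19 values changed direction. Another 15 were newly past the threshold and 2 were no longer past it. All 22 class results kept their direction and side of the threshold with limma's fry in place of camera. Median-of-ratios size factors, robust variance moderation, quantile normalization, a minimum of 1 FPKM in every sample and unadjusted p-values were chosen after seeing the data. All 12 changes of direction of single genes came with the grouping by genotype label. That grouping puts samples with Cryab at 650 to 837 FPKM among the KO mice. It puts samples with Cryab at no more than 1.75 FPKM among the WT mice. Changes under it thus do not show how firm the results are. Where a result changed under the other alternatives, the cause was not tested.

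With a pseudocount of 0.1 the keratin class for diet in KO mice was 0.046. Without a filter on low values there were 6 genes for diet in KO mice, 24 for genotype on high fat diet and 1 for the interaction, and the keratin class for genotype on high fat diet was -0.31. With quantile normalization the counts were 9 for diet in KO mice and 26 for genotype on high fat diet, and the keratin class for diet in KO mice was 0.14. With a minimum of 1 FPKM in every sample there were 0 genes for genotype on either diet, where Cryab and Hspb2 themselves are removed, and 1777 on normal chow and 1660 on high fat diet at an unadjusted p-value under 0.05. With an absolute log2 fold change of at least 1, 7 genes remained for diet in WT mice.

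With the replicate number as a block there were 7 genes for diet in WT mice, 4 for genotype on normal chow and 5 for genotype on high fat diet. With only the 2 groups compared in the fit there were 3 for diet in WT mice, 15 for diet in KO mice, 4 for genotype on normal chow and 8 for genotype on high fat diet. The keratin class was then -0.17 for genotype on normal chow and -0.17 for genotype on high fat diet.

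At an unadjusted p-value under 0.05 there were 970 and 1349 genes for diet in WT and KO mice, 1990 and 1940 for genotype on normal chow and high fat diet, and 746 for the interaction. With an absolute log2 fold change of at least 1 as well, these were 103, 124, 98, 246 and 110.

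With camera's correlation preset at 0.01, 15 class results newly passed the threshold with their means as before. For diet in WT mice they were T cell receptor (-0.24), cytokine and receptor (-0.25), insulin signaling (-0.17) and fatty acid metabolism (0.28). For diet in KO mice they were primary immunodeficiency (-0.79), cell adhesion molecules (-0.38), T cell receptor (-0.45), cytokine and receptor (-0.30) and insulin signaling (-0.15). For genotype they were cytokine and receptor (0.42), cell adhesion molecules (0.35) and MHC (0.57) on normal chow, and fatty acid metabolism (-0.18) and cytokine and receptor (0.37) on high fat diet. The last was fatty acid metabolism in the interaction (-0.35).

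With genotype taken from the genotype label, there were 0 genes for diet in WT mice and for genotype on either diet, and 930 for diet in WT mice, 218 for genotype on normal chow and 1061 on high fat diet at an unadjusted p-value under 0.05. Cryab and Hspb2 were then -5.765 and -3.997 for diet in WT mice, -5.94 and -4.40 for genotype on normal chow and 6.13 and 4.25 for genotype on high fat diet, none past the threshold. The cytokine and receptor class was 0.0096 for diet in WT mice and -0.35 for genotype on high fat diet. Fatty acid metabolism was 0.14 for diet in KO mice, 0.16 for genotype on high fat diet and 0.13 in the interaction. The keratin class was -0.0021 for genotype on normal chow and -0.38 on high fat diet, and summed keratin was 0.97 for diet in KO mice, -0.060 for genotype on normal chow and 0.51 on high fat diet. Uty was 0.19 for diet in WT mice and Krt18 was -0.057 for genotype on normal chow. For genotype on high fat diet, Serpina3h was -2.87, Il20rb -1.42, Colq -1.11, Plet1os 1.56, Serpina3i -1.21, G06Rik 1.40, Ddx3y -0.28, Eif2s3y -0.28, Kdm5d -0.15 and Uty -0.50.

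Leaving out each sample in turn gave from 1 to 32 genes for diet in WT mice, 0 to 4 for diet in KO mice, 4 to 14 for genotype on normal chow and 4 to 82 for genotype on high fat diet, each over 6 fits, and 0 to 1 for the interaction over 12 fits. Directions changed in some fits for the primary immunodeficiency class for diet in WT mice, from -0.55 to 0.14, and for 4 results for diet in KO mice. These were fatty acid metabolism, from -0.13 to 0.0029, the keratin class, from -0.18 to 0.23, summed keratin, from -0.49 to 0.27, and Cryab, from -0.11 to 0.12. They also changed for summed keratin for genotype on high fat diet, from -1.83 to 0.46, and for Ccl22, from -1.26 to 0.0073. Ddx3y, Eif2s3y and Kdm5d for genotype on high fat diet ran from -0.017 to 0.86, from -0.12 to 0.86 and from -0.27 to 0.32. In these fits 32 values of single genes were no longer past the threshold. Cd3e, Marco and Slc5a7 did not pass the filter on low values in some of them and have no value there.

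Alternatives that need counts were not run. These were other scalings of library sizes, another count test, robust dispersions and a minimum of 10 counts in every sample. Read numbers are unknown, which limits what can be said of genes with low FPKM values, the keratin and lymphocyte genes among them.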

Differences from the paper's values

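The paper reports 645 genes for diet in WT mice, against 12 here. It reports 737 genes for diet in KO mice, against 0 here, where 1349 genes had an unadjusted p-value under 0.05. It reports 938 genes for genotype on normal chow, against 7 here, and 1055 for genotype on high fat diet, against 13 here. None of the alternatives set before the data were examined closed any of these 4 gaps. Nor did counts at an unadjusted p-value under 0.05, a setting chosen after seeing the values, which were 970, 1349, 1990 and 1940 in the same order. Beyond a general Student's test the paper's text names no test or filter for its counts, so the tests need not be alike. The genes tested differ as well, since only 11 of the 39 genes in Table 1 passed the filter here.

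On the log2(FPKM + 1) scale the changes were smaller than the log2 fold changes of the paper's tables. For diet in WT mice, Cd3e fell by 0.79 against the paper's fall of 3.86742, and Ccl22 fell by 0.83 against the paper's 4.17435. For diet in KO mice, Mmp12 rose by 2.89 against the paper's 5.76031 and Slc5a7 by 1.505 against the paper's 4.92492. Marco fell by 2.19 against the paper's 6.08431, and Slpi fell by 3.30 against the paper's 6.71785. For genotype on normal chow, Krt18 rose by 1.53 against the paper's 4.9788 and Serpina3h by 3.11 against the paper's 4.77386. Dixdc1 fell by 0.42 against the paper's 1.12517, and G06Rik fell by 1.94 against the paper's 3.88292. Plet1os fell by 2.05 against the paper's 4.51427, and Hspb2 fell by 5.92 against the paper's 7.38569. For genotype on high fat diet, Serpina3i rose by 1.33 against the paper's 5.071 and Serpina3h by 3.36 against the paper's 4.97688. Of the alternatives set before the data were examined, a pseudocount of 0.1 brought Serpina3h to 4.73 on normal chow and 4.90 on high fat diet and the fall of Hspb2 to 7.24, each within the replicate SD on the log2(FPKM + 1) scale of the paper's value. Leaving out replicate 2 of the KO mice on normal chow brought the fall of Slpi to 4.93. The gap of 1.78 is below the SD of 2.02 over all replicates and above the SD of 0.36 over the replicates kept. On the scale with a pseudocount of 0.1 the replicate SD is larger, and 3 more changes lay within it. Mmp12 rose by 5.14 (SD 0.67), Marco fell by 3.70 (SD 2.55) and Slpi fell by 4.55 (SD 2.72) on that scale. For 7 of the other changes, none of those alternatives that gave a value closed the gap by either SD. Cd3e, Ccl22, Krt18 and Slc5a7 among them did not pass the filter on low values in some of the fits and have no value there. The last, Dixdc1, did not pass it at all, so it was compared only as given above and without the filter, where the gap stayed, and not with a pseudocount of 0.1. With the log2 ratio of the group mean FPKM values, which was chosen after seeing the values, all 53 fold changes compared lay within the replicate error of the paper's, with a largest gap of 0.13.

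The paper states that high fat diet raised the primary immunodeficiency, cell adhesion molecule, T cell receptor, cytokine and insulin signaling classes in both genotypes. The class means here were -0.32, -0.17, -0.24, -0.25 and -0.17 in WT mice and -0.79, -0.38, -0.45, -0.30 and -0.15 in KO mice, and none passed the threshold. Table S3 of the paper lists cytokine and cell adhesion genes as lower in KO mice on normal chow, where the means here were 0.42 and 0.35. Table S4 lists cytokine genes as lower and fatty acid metabolism genes as higher in KO mice on high fat diet, where the means here were 0.37 and -0.18. Table S1 lists fatty acid metabolism as lower on high fat diet in WT mice, where the mean here was 0.28. The paper calls Cryab significantly raised by high fat diet in WT mice, where it had a log2 fold change of 0.56 and an adjusted p of 0.27 from limma. That p is adjusted over all tested genes, and the unadjusted p from limma was 0.0065. The direction was the same as in the paper, and all 3 samples on high fat diet lay above all 3 on normal chow.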

Other observations

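The tests on lymphocyte content as a covariate, on DNA of another strain and on the Y-linked genes were chosen only after the result was seen. The tests on skin, on lymph node genes, on genes next to Cryab and on other splits of the samples were written before.

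Keratin genes were higher in WT mice on high fat diet mainly through 1 sample, which held 93.2% of the summed keratin of that group. A candidate explanation is RNA from skin or hair follicles in that sample. Of 28 listed skin genes that are not keratins and were detected, 57.1% were highest in the same sample, against 7.00% of 18465 other genes (two-sided Fisher's exact p = 4.90e-12). Genes are not independent replicates, so this describes that sample. The other 2 samples of the group had keratin sums near those on normal chow, which an effect of diet on all mice would not give.

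Lymphocyte genes were lower on high fat diet, and a candidate explanation is RNA from a lymph node in some normal chow samples. The mean log2(FPKM + 1) of the listed B and T cell genes was above every high fat sample in 3 of the 6 samples on normal chow. These 3, replicate 2 of the WT mice and replicates 1 and 3 of the KO mice, lay between 2.33 and 2.53. The other 3 were at 0.17 or less, below the highest high fat sample of 0.38. A cause acting on all mice of a diet would not leave 3 of the 6 at that level, but lymphocytes entering the muscle of some mice cannot be told apart from a lymph node by these values.

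The immune gene classes may be lower on high fat diet because of the lymphocyte content of the samples, and the following test cannot decide it. The classes and the lymphocyte score are high in the same 3 samples on normal chow, so a smaller difference after adjusting for the score was largely fixed in advance. When the lymphocyte score, without genes shared with the class, was added as a covariate, the mean log2 fold change was more than halved in 8 of 8 immune class results by diet, and 3 of them stayed below 0. They ran from -0.79 to -0.17 without the score and from -0.10 to 0.18 with it. The insulin signaling class went from -0.17 to -0.15 in WT mice and from -0.15 to -0.12 in KO mice. For genotype on normal chow, where the same 3 samples are high, the means fell as well. They went from 0.42 to 0.18 for cytokine and receptor, 0.35 to 0.13 for cell adhesion molecules and 0.57 to 0.15 for MHC. For genotype on high fat diet the cytokine and receptor mean went from 0.37 to 0.41. With the same covariate, 35 genes had an adjusted p-value under 0.05 in limma for diet in WT mice, 2 for diet in KO mice, 6 for genotype on normal chow, 288 for genotype on high fat diet and 0 for the interaction, where 794 had an unadjusted p-value under 0.05. The score hardly varied on high fat diet, with an SD of 0.093 in WT mice and 0.066 in KO mice. Why the count rose to 288 was not tested. The lymphocyte score does not cover other cells. On high fat diet the macrophage score was 2.69 ± 0.46 in WT and 3.75 ± 0.41 in KO mice (SD, n = 3 each), without overlap. The white adipocyte score was 4.52 ± 1.45 in WT and 6.02 ± 0.19 in KO mice (SD, n = 3 each), with overlap. Neither was used as a covariate, so whether the cytokine and receptor difference on high fat diet follows such cells remains open.

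Other splits of the samples were compared with the real ones, among splits that part as many same-numbered pairs, and the real split is counted in each number given. For diet in WT mice, 1 of 4 splits, the real one, gave as many genes, and 1 of 10 among all splits, the others giving 0. Counting genes with an unadjusted p-value under 0.05, these were 1 of 4 and 2 of 10, where a split that parts fewer pairs gave 1274 genes against the real 970. For genotype on high fat diet it was also the real split alone, 1 of 4 and 1 of 10 among all, at either threshold. For diet in KO mice all 4 of 4 gave as many, since the real split gave 0 genes with an adjusted p-value under 0.05 and 1349 at an unadjusted p-value under 0.05, and 2 of the 4 gave as many at that threshold. For genotype on normal chow, 2 of 4 splits gave as many at either threshold. The other of these, with 1475 genes, set replicates 1 and 3 of the WT mice and replicate 2 of the KO mice against the rest. The rest are the samples with the high lymphocyte score, and they also had the highest relative depths on normal chow, 1.13, 1.36 and 1.32, and the highest adipocyte and macrophage scores there. Which of these the difference follows was not tested. With 4 or 10 splits no share under 0.05 is possible. For the interaction, 32 of 32 splits gave as many as the real one, which gave 0 genes and 746 at an unadjusted p-value under 0.05, and 12 of the 32 gave as many at that threshold. The highest count among the 32 was 464 genes, with 2771 at an unadjusted p-value under 0.05. The drawn splits that part fewer pairs reached 502 genes.

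Genes next to Cryab were lower in KO mice. Tested genes were counted as lower at an unadjusted p-value under 0.05 on both diets, and the deleted Hspb2 was left out. Of the 10 genes nearest to Cryab on chromosome 9, within 197 kb, 2 were lower in KO mice. Of 599 genes farther away, 8 were (two-sided Fisher's exact p = 0.010). The 2 nearby genes are G06Rik and Sdhd. Among the nearest 20 there were 4 of 20 against 6 of 589 (p = 0.00016 by the same exact test). This is consistent with a loss of shared regulation at the deleted locus. A loss of the genes' own sequence would remove their expression. On normal chow and high fat diet Sdhd fell by only 0.49 and 0.63 and Pts by 0.37 and 0.77 on the log2 scale. The others of the 4, G06Rik and Plet1os, fell to 0.264 and 0.168 FPKM in KO mice on normal chow and to 0.308 and 0.108 FPKM on high fat diet, so for them a loss of their own sequence remains open as well. Dixdc1, which lies beside G06Rik, is not among these genes, since it did not pass the filter on low values. DNA of another mouse strain linked to the deleted locus could change nearby genes in both directions. Counted in either direction, 3 of the nearest 10 genes had changed against 31 of 599 (p = 0.015 by the same exact test), and 6 of the nearest 20 against 28 of 589 (p = 0.00043). Those higher in KO mice on both diets were 1 of the nearest 10, Ppp2r1b, against 23 of 599 (two-sided Fisher's exact p = 0.33), and 2 of the nearest 20, with Ncam1 at 1103 kb, against 22 of 589 (p = 0.18 by the same exact test). Variants cannot be read from these values, so the explanation by another strain and those by the deletion cannot be told apart.

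Y-linked genes were low in replicate 1 of the WT mice on high fat diet. Ddx3y, Eif2s3y, Kdm5d and Uty were at 28.0%, 24.9%, 24.0% and 22.1% of the median of the other 11 samples, and below every one of them. Xist, which female cells express, was listed at 0 FPKM in that sample and at most 0.0179 FPKM in the others. Since a listed 0 need not mean no expression, RNA from female mice cannot be excluded by this value. A shift in the scaling of the whole sample is not a likely source, since the median log2 ratio of 11847 genes to the other samples was 0.019. For 338 genes of the X chromosome it was -0.044. The values are already scaled to library size, so these ratios do not test depth. The approximate relative depth of that sample was 1.03, where the libraries ran from 1 to 1.36. The tissue is from male mice. Loss of the Y chromosome in part of the cells would lower the 4 genes alike, but nothing in the design tests it, and no biological explanation was tested.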
